A study of Drosophila melanogaster with 4 samples. Its data were reported in "The Hox protein Antennapedia orchestrates Drosophila adult flight muscle development" (2024).

How the data were processed

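The data are RNA-seq counts from wing disc-associated myoblasts of Drosophila melanogaster, the muscle precursor cells that later fuse into the adult flight muscle. Per the labels, larvae were raised at 29°C and staged to 0 hours after puparium formation (APF), 30 to 35 wing discs were dissociated per sample, and about 50000 cells were sorted by FACS on viability, size and GFP intensity. The Mef2-Gal4 driver expressed an RNAi hairpin in these cells, against yellow (y, a pigmentation gene) in the control and against Antennapedia (Antp, a Hox gene) in the other group. The labels do not describe the genotype uniformly. The GFP transgene is named in more than one way, and one field speaks of a wild-type cross where another names the y hairpin, so the exact control genotype remains uncertain. Full-length cDNA was made from 2 ng of total RNA with 10 PCR cycles, and libraries were tagmented and amplified with 12 further cycles. No molecular identifiers were used, so reads are not independent molecules, and floors given here cover counting error only.

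The deposited count table holds whole-number counts per gene that the authors made by assigning reads to exons, for 17494 genes and 4 libraries, without normalization. The genome is release 6 according to the table's name. Of the gene identifiers, 17358 were found in annotation release 115 of the same assembly, and 17284 of these had the same start and 17276 the same end in both. Coordinates are those of the deposited table. For 12 genes the chromosome name in the table had been altered into a number in scientific notation, and no position is given for them. The aligner, the counter's version, the use of strand and the treatment of reads over overlapping genes were not stated. Exons of 5442 genes share bases with another gene in the table, so counts of overlapping genes are treated as uncertain. All 37 mitochondrial genes have 0 counts in the 4 libraries, so mitochondrial RNA was not measured. The authors also deposited a comparison made with DESeq2. Its signal column is the authors' mean of counts divided by size factors, its log2 columns hold the authors' log2 fold change of Antp RNAi over control with a standard error, and its p-value columns hold the authors' Wald p-value and the adjusted value. The signal column was recomputed from the 4 count columns with DESeq2 size factors and matched, so the deposited comparison rests on the same 4 libraries. Gene symbols were taken from that table. No count column was left without a sample, and no row lacked a gene identifier.

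Groups were taken from the sample titles: control replicates 2 and 3, and Antp RNAi replicates 1 and 2. The labels speak of independent biological replicates in triplicate, and further samples were not analysed here. The methods of the paper instead describe the RNA-seq libraries as technical replicates of a single biological sample. The counts alone could not settle this, so each p-value given here covers the spread between these libraries and may not cover the spread between independent crosses. Genotype, hairpin and strain background change together between the groups.

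Library totals were 53082579 and 53957914 counts in control replicates 2 and 3 and 42110502 and 46817694 counts in Antp RNAi replicates 1 and 2. A floor of 3 counts, the upper limit that a count of 0 allows, corresponded to 0.0565, 0.0556, 0.0712 and 0.0641 CPM (counts scaled to a common library total), in that order. Counts were tested with the quasi-likelihood test of edgeR 4.0.16, two-sided, after its filter on low counts (minimum count 10), which left 10360 genes, and TMM normalization. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p under 0.001, the threshold of the study's methods. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM use TMM-scaled library sizes, and so do the fold bounds against the floor. The floors in CPM given above use library totals without that scaling. Gene lists were tested with camera of limma 3.58.1, with a preset correlation between genes of 0.01, on log2 CPM with a prior count of 2, and adjusted over the 5 lists of the report and separately over the 7 lists of the closing section, with 0.05 as the threshold. Lists of myoblast fusion, sarcomere, Notch and myoblast progenitor, BMP signalling and cell adhesion genes, and of hemocyte, fat body, disc epithelium, tracheal, piRNA pathway and sex and dosage genes, were written before the data were examined but after the paper had been read. The ecdysone response list was written afterwards, before it was tested.

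The tests of the main results, samples, thresholds and most alternatives were likewise fixed before the data were examined. So were the genes named in the text. These were Antp and y as targets of the hairpins, w and tio because w is carried by transgenes and tio lies beside a transgene landing site, and lmd, lms, org-1, ct, Kah and Mlc2 because the study names them. Besides these genes, which were left out of the ranking, the 5 higher and the 5 lower genes with the largest fold change were named among those past the threshold, with both libraries of one group above both of the other and a mean of at least 10 CPM. Any other gene was chosen after its values were seen, and the text says so. Alternatives comprised DESeq2 1.42.0, limma-voom, other scalings, other filters on low counts, other thresholds and leaving out each library in turn. The likelihood ratio test of edgeR, counts thinned to the smallest library total and the removal of overlapping genes were added after the data were seen.

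The tests were checked on simulated counts for 10360 genes with the means, dispersions and library sizes of these libraries, of which 200 were changed by known amounts. At an adjusted p under 0.001, edgeR's quasi-likelihood test called 125 of the 200 and no unchanged gene. It found 74% of the genes changed 4-fold and 51% of those changed 2-fold. DESeq2 called 143 of the 200 with 1 false call. The list test found the 1 raised list of 30 genes and called 0 of 20 unchanged lists at an unadjusted p under 0.05. Simulated genes varied independently of each other, and the raised list held genes raised 2-fold or 4-fold. The check therefore does not cover lists of correlated genes or small shifts.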

Results

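To follow what loss of Antp does to gene expression in flight muscle precursors, RNA from sorted wing disc-associated myoblasts at 0 hours APF was compared between 2 control libraries and 2 Antp RNAi libraries. The control libraries held 53082579 and 53957914 counts and the Antp RNAi libraries 42110502 and 46817694. Between 12537 and 12800 genes had at least 1 count in a library, and the 10 most abundant genes took 8.50% to 8.95% of the counts.

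Libraries of one group differed by more than counting noise. A chi-square test of counts over the genes tested gave a statistic of 16.4 per degree of freedom for the control pair and 62.8 for the Antp RNAi pair, against 61.8 to 84.2 for the 4 pairs that joined a control and an Antp RNAi library. No pair was therefore a repeated deposit of one library. The biological coefficient of variation, the spread of a gene between replicates beyond counting noise, was 9.77% in the control group and 15.5% in the Antp RNAi group, and it was 8.13% and 13.9% when only genes with a mean of at least 100 counts were kept. With all 4 libraries fitted together it was 0.132 as a fraction. The correlation of log2 CPM across genes, which are not independent replicates, was 0.989 to 0.990 within groups and 0.979 to 0.981 between groups.

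The gene targeted by the hairpin was examined first. Antp (FBgn0260642, chromosome 3R, 6896253 to 6999228, minus strand, protein-coding) had 182 ± 14.5 CPM in the control (SD, n = 2) and 140 ± 6.52 CPM in Antp RNAi (SD, n = 2). Its counts were 10214 and 9356 in the control libraries and 5723 and 6629 in the Antp RNAi libraries. Antp RNAi libraries thus kept 76.7% of the control level, a log2 fold change of -0.38 with a standard error of 0.11. Both Antp RNAi libraries lay below both control libraries, which occurs in either direction for 33.3% of genes by chance in a design of this size. The change did not pass the threshold in edgeR's quasi-likelihood test, with an adjusted p of 0.145. The alternative that moved the value most was leaving out control replicate 2, which gave -0.28. In the authors' deposited table Antp has a log2 fold change of -0.37 and an adjusted p of 0.0656. The direction of the target gene follows the labels, but at the RNA level the fall was small.

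The target of the control hairpin, y (FBgn0004034, chromosome X, 356509 to 361245, plus strand, protein-coding), had 0 counts in both control libraries. This allows up to 0.0565 and 0.0556 CPM on library totals without TMM scaling. The gene y had 382 and 365 counts, or 8.47 ± 0.757 CPM (SD, n = 2), in Antp RNAi. The level was at least 150-fold higher in Antp RNAi, computed against the floor of 3 counts, and edgeR's quasi-likelihood test gave an adjusted p of 1.03e-04. Genes beside y that no hairpin is labelled as targeting were higher too, as described in the closing section. The gene white (w, FBgn0003996, chromosome X, 2790599 to 2796466, minus strand) rose from 282 ± 1.38 to 2224 ± 120 CPM (SD, n = 2 each), with a log2 fold change of 2.98, a standard error of 0.10 and an adjusted p of 7.6e-06 in the same test. Both y and w are marker genes commonly carried by fly transgenes, and the counts do not separate transgene from endogenous transcripts. The gene tio (FBgn0028979, chromosome 2L, 22019208 to 22025734), whose exons overlap those of lncRNA:CR33987, was lower, at 11.7 ± 2.87 against 2.91 ± 1.38 CPM (SD, n = 2 each). Its log2 fold change of -2.01 had an adjusted p of 0.0176 in edgeR's quasi-likelihood test and so was not called, whereas DESeq2 gave 6.51e-08.

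**Figure D1:**
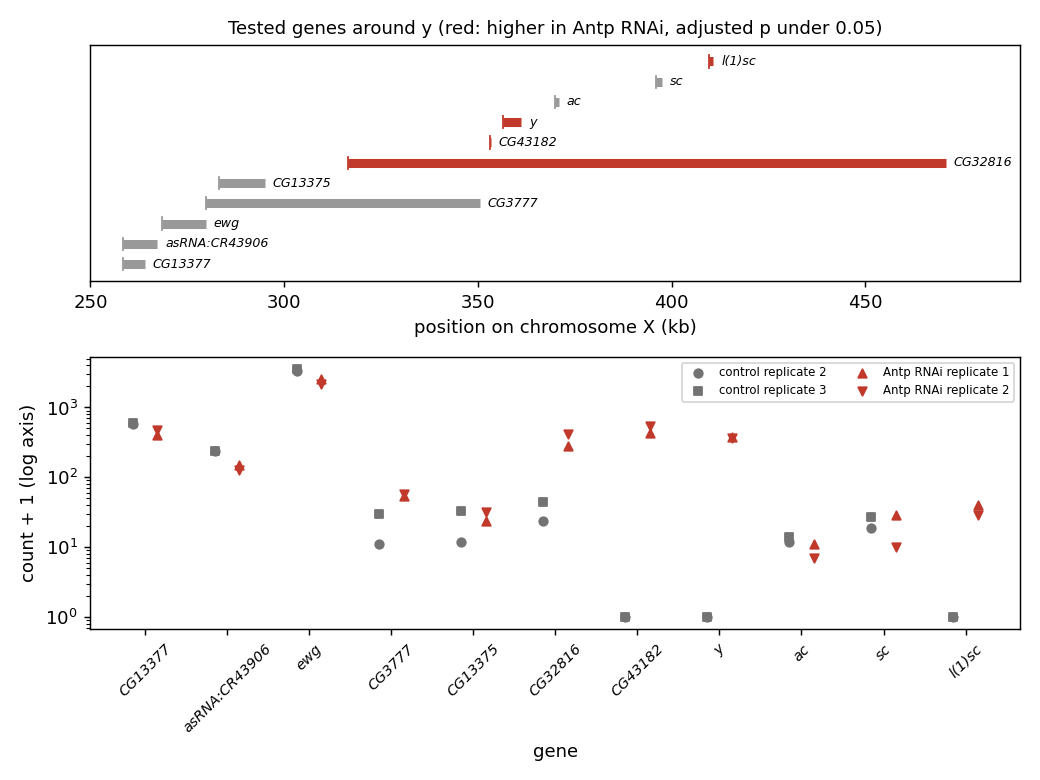
Upper part, positions on chromosome X (kb) of the tested genes around y, with genes higher in Antp RNAi at an adjusted p under 0.05 in red; lower part, count plus 1 per library (log axis) for the same genes, control libraries in grey and Antp RNAi libraries in red. CG43182, y and l(1)sc have 0 counts in both control libraries, while ac and sc have similar counts in both groups.

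Across the genome, edgeR's quasi-likelihood test called 48 of 10360 genes at an adjusted p under 0.001, of which 21 were higher (43.8%) and 27 lower (56.2%) in Antp RNAi. In all 48 the libraries of the groups did not overlap in CPM, which was also the case for 40.6% of all genes tested. The size of the log2 fold change among these genes was at least 1.22, with a median of 2.37. The count moved with the test as well as the threshold, as DESeq2 called 236 genes, 131 higher and 105 lower. All 48 genes were among the 236, and 224 of the 236 had an adjusted p under 0.05 in edgeR's quasi-likelihood test. At that looser threshold, which moved the count most among the settings chosen before the data were examined, the quasi-likelihood test called 267 genes, 141 higher and 126 lower.

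**Figure D2:**
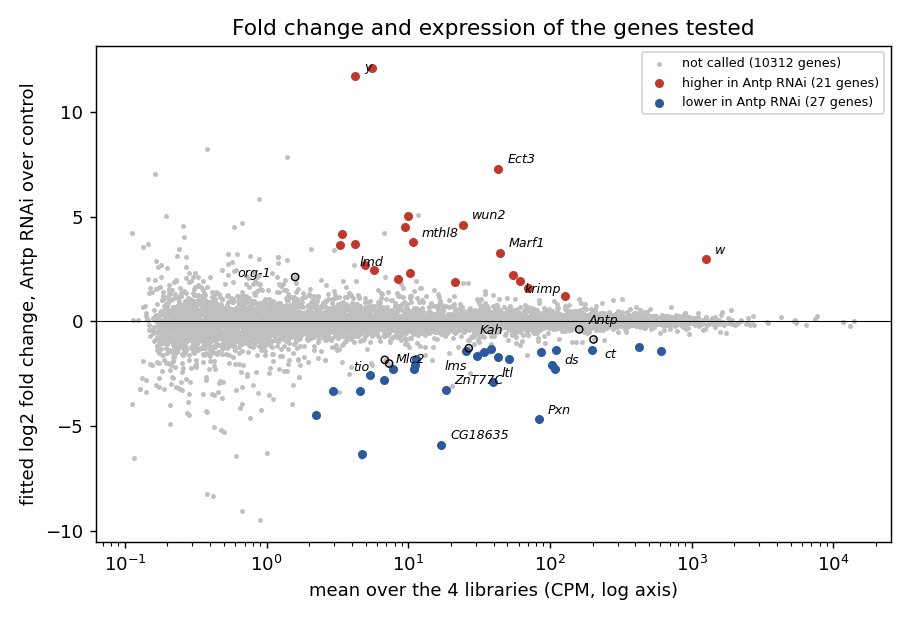
Fitted log2 fold change of Antp RNAi over control (vertical axis) against the mean CPM over the 4 libraries (horizontal log axis) for the 10360 genes tested, with the 21 higher genes in red, the 27 lower genes in blue and named genes that were not called as open circles. Antp lies at -0.38, close to the bulk of unchanged genes, while w and Pxn combine a high level with a large change.

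The authors' deposited table was compared with these calls to see how far both select the same genes. In the authors' deposited table, 236 genes have an adjusted p under 0.001, of which 131 are higher and 105 lower. DESeq2 run on the 4 count columns called the same genes, with 236 of 236 shared, and all 48 genes of edgeR's quasi-likelihood test were among them. Log2 fold changes from edgeR and from the authors' deposited table had a Pearson correlation of 0.999 across 10360 genes, which are not independent replicates. At an adjusted p under 0.05 in both, 266 genes were shared. The tables therefore differed in how many genes passed the threshold and hardly in the size of the changes.

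Genes already named for another reason were left out of the ranking by fold change, among them w and lmd, which have larger log2 fold changes than krimp. Among the remaining called genes, the 5 higher ones by the rule fixed beforehand were Ect3, wun2, mthl8, Marf1 and krimp. Ect3 (FBgn0260746, chromosome 3R, 11999278 to 12003516, plus strand) rose from 0.553 ± 0.522 to 85.9 ± 13.7 CPM (SD, n = 2 each), with a log2 fold change of 7.28 ± 0.41 (SE) and an adjusted p of 9.4e-05 in edgeR's quasi-likelihood test. Its size rested on the low control counts of 49 and 10, and without control replicate 2 it was 8.87. The gene wun2 (FBgn0041087, chromosome 2R, 9414342 to 9417846, plus strand) rose from 1.91 ± 0.361 to 46.8 ± 7.59 CPM (SD, n = 2 each), a log2 fold change of 4.61 ± 0.20 (SE). For mthl8 (chromosome 3L, 22428 to 26308), Marf1 (chromosome 2L, 22308755 to 22368796) and krimp (chromosome 2R, 16238103 to 16240722) the log2 fold changes were 3.77, 3.28 and 2.23. That of mthl8 was 4.53 without control replicate 2 and 3.29 without control replicate 3. The call of mthl8 was lost with upper-quartile scaling, at an adjusted p of 0.00111, and with median-of-ratios size factors, at 0.00103.

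The 5 lower genes were CG18635, Pxn, ZnT77C, ltl and ds. CG18635 (FBgn0034279, chromosome 2R, 17767808 to 17769989, minus strand) fell from 33.7 ± 2.69 to 0.574 ± 0.289 CPM (SD, n = 2 each), a log2 fold change of -5.88 ± 0.28 (SE) with an adjusted p of 3.8e-05 in edgeR's quasi-likelihood test. Its log2 fold change was -6.49 without Antp RNAi replicate 1 and -5.41 without Antp RNAi replicate 2. Pxn (FBgn0011828, chromosome 3L, 2601455 to 2630064, minus strand) fell from 160 ± 13.2 to 6.34 ± 0.907 CPM (SD, n = 2 each), so that 3.96% of the control level was left. Exons of Pxn overlap CG16986 and lncRNA:CR45660, and exons of ds overlap lncRNA:CR44988, so part of their counts could be shared. ZnT77C (chromosome 3L, 20484293 to 20494921), ltl (chromosome 3L, 7518997 to 7528013) and ds (chromosome 2L, 640013 to 714983) had log2 fold changes of -3.26, -2.91 and -2.29. The call of ZnT77C was lost with upper-quartile scaling, at an adjusted p of 0.00108, and with median-of-ratios size factors, at 0.00103.

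**Figure D3:**
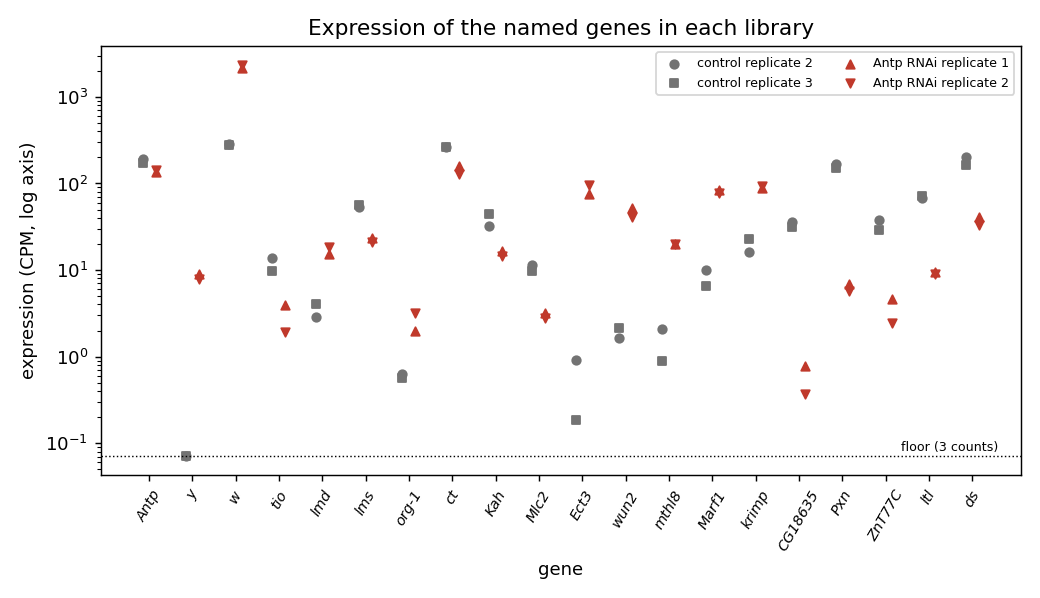
Expression of each named gene in CPM (vertical log axis) in the 2 control libraries (grey) and the 2 Antp RNAi libraries (red), with values below the floor of 3 counts drawn at the dotted line. The groups do not overlap for any of these genes, but the gap is narrow for Antp, and the y values of both control libraries lie at the floor.

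The study names 6 muscle genes, lmd, lms, org-1, ct, Kah and Mlc2, which were picked from these same libraries and so are not independent evidence. All 6 changed past an adjusted p of 0.05 in edgeR's quasi-likelihood test, whether adjusted over all genes or adjusted over the list alone. Of these, 2 passed 0.001 over all genes and 6 when adjusted over the list alone. The gene lmd (FBgn0039039, chromosome 3R, 23021222 to 23026713) rose from 3.43 ± 0.807 to 17.0 ± 2.20 CPM (SD, n = 2 each), with a log2 fold change of 2.31 ± 0.21 (SE) and an adjusted p of 9.4e-04. The gene lms (FBgn0034520, chromosome 2R, 20556877 to 20559953), which overlaps Mgat1, fell from 54.9 ± 1.86 to 22.2 ± 1.48 CPM (SD, n = 2 each), with a log2 fold change of -1.31 ± 0.12 (SE) and an adjusted p of 9.1e-04. Both sat just under the threshold, and neither was called in 4 of the alternatives. The adjusted p for lmd and for lms was 0.00107 and 0.00107 with median-of-ratios size factors, 0.00116 and 0.00108 with upper-quartile scaling, 0.00134 and 0.00111 with limma-voom, and 0.00117 and 0.00111 with thinned counts. Over the alternatives with a test it ranged from 8.02e-20 to 0.00134 for lmd and from 2.39e-16 to 0.00111 for lms. The gene org-1 (chromosome X, 8447691 to 8455069) had 33 and 31 counts in the control and 83 and 148 in Antp RNAi, a log2 fold change of 2.12 with an adjusted p of 0.0281 in edgeR's quasi-likelihood test. In the authors' deposited table its adjusted p is 0.00105. The log2 fold changes of ct (chromosome X, 7608428 to 7678859), Kah (chromosome 3L, 582824 to 589274) and Mlc2 (chromosome 3R, 30171438 to 30174551) were -0.86, -1.28 and -1.84. Their adjusted p-values of 0.00748, 0.00748 and 0.00241 in that test did not pass 0.001, whereas those of DESeq2 did.

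Gene lists were tested for a shared shift in muscle differentiation, fusion, adhesion and signalling, the processes the study discusses. None of the 5 lists passed an adjusted p of 0.05 with camera. This test asks for a shift in a common direction, so a list with genes changed both ways can fail it. The study instead ran gene ontology analysis on its up-regulated and its down-regulated genes separately. That analysis was not repeated here, so the list results do not test it. The myoblast fusion list (29 genes tested) had a median log2 fold change of 0.04 and an adjusted p of 0.0825, and cell adhesion (58 genes) had 0.07 and 0.127. Sarcomere (20 genes) had a median of -0.0060, Notch and myoblast progenitor (29 genes) 0.03, and BMP signalling (33 genes) 0.00069, with adjusted p-values of 0.718, 0.794 and 0.718. No list passed with fry or with an estimated correlation either. The filter moved the calls, since with genes of a mean of at least 100 counts myoblast fusion and cell adhesion each reached an adjusted p of 0.0442. The median of cell adhesion was 0.13 in that setting and was -0.035 without Antp RNAi replicate 1, so the direction of that list rested on this library.

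Single members of these lists were called. At an adjusted p under 0.05 over all genes in edgeR's quasi-likelihood test, 267 of the 10360 genes tested were called. Among these were 16 of 58 cell adhesion genes, 6 of 29 for myoblast fusion and 4 of 20 for sarcomere. BMP signalling had 4 of 33 and Notch and myoblast progenitor 2 of 29. No test of over-representation was run on these counts. Of the cell adhesion genes, 3 passed 0.001 over all genes and 7 when adjusted over the list alone. These counts were 2 and 2 for myoblast fusion, 2 and 2 for BMP signalling, 1 and 1 for Notch and myoblast progenitor, and 0 and 2 for sarcomere, where 5 genes had an unadjusted p under 0.05. Over all genes, the 2 BMP signalling genes past 0.001, tok (-1.22) and ltl (-2.91), were both lower, and the Notch and myoblast progenitor gene, numb (1.62), was higher. The myoblast fusion genes were lmd (2.31) and Alk (-1.36), and the cell adhesion genes were ds (-2.29), Ama (-1.42) and beat-IIa (1.86), with log2 fold changes in parentheses. Of these, tok, numb, Alk, Ama and beat-IIa were chosen after their values were seen.

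**Figure D4:**
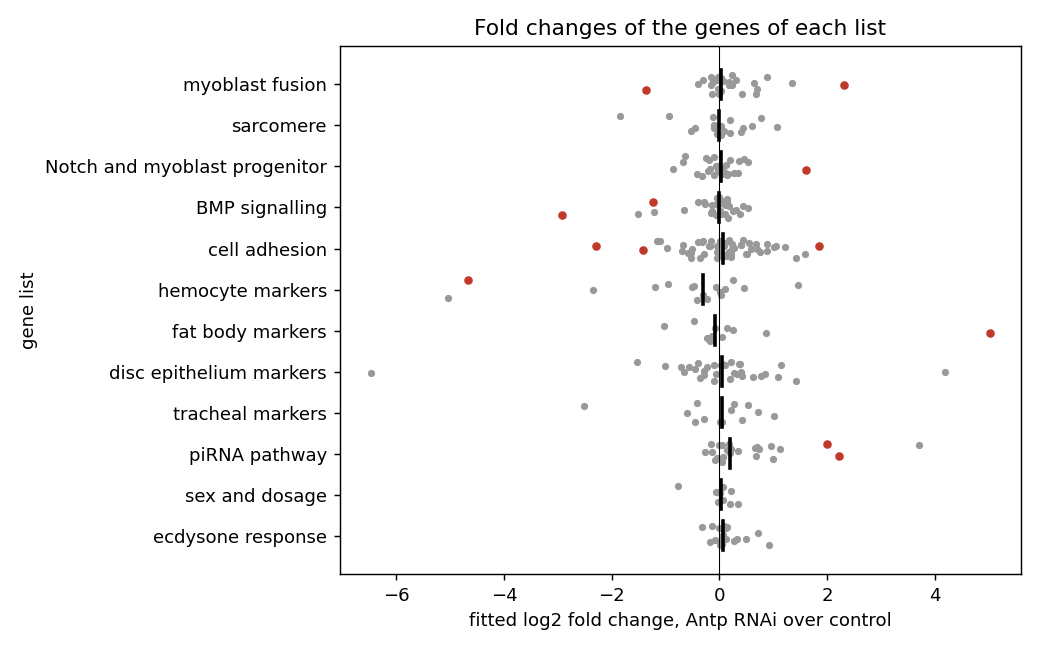
Fitted log2 fold change of Antp RNAi over control (horizontal axis) for each gene of the 5 lists of the report and the 7 lists of the closing section (rows), with genes past an adjusted p of 0.001 in red and the list median as a black bar. Medians of the 5 lists of the report lie between -0.0060 and 0.07, with single genes far to either side.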

Values the study reported

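The study reported 236 differentially expressed genes between Antp knockdown and control myoblasts at an adjusted P under 0.001. Of these it gave 56% as up-regulated and 44% as down-regulated. It counted 15 transcription factor genes among the 236, and 17 down-regulated genes that had a phenotype in a flight screen.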

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

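Leaving out one library leaves a group with 1 sample, so those fits gave fold changes without a test. No paired analysis was possible because the groups share only replicate number 2. The alternatives of the likelihood ratio test, thinned counts and removal of overlapping genes were chosen after the data were seen.

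The number of genes called, 48, depended on the test and the threshold. DESeq2 called 236 genes (131 higher, 105 lower) and edgeR's likelihood ratio test 287 (148 higher, 139 lower), and each contained all 48. In simulated counts the quasi-likelihood test missed more changed genes than DESeq2, while each made at most 1 false call at 0.001. Keeping every gene with at least 1 count gave 120 genes, again with all 48, and the cause was not tested. Stricter filters gave fewer calls, all of them among the 48. A mean of at least 10 counts gave 46 (20 higher, 26 lower), and a mean of at least 100 counts gave 32 (12 higher, 20 lower). Adjusted p under 0.01 and under 0.05 gave 113 and 267 genes. Keeping one gene per group of overlapping genes gave 29, all among the 48, and 42 of the 48 were still present there, so the fall beyond those removed was not explained by removal and its cause was not tested. Upper-quartile scaling and median-of-ratios size factors gave 32 genes each (12 higher, 20 lower), library totals 63, limma-voom 33 and thinned counts 35. A minimum log2 fold change of 1 gave 48. Leaving out one library gave no information on these 48, since their groups do not overlap in CPM and no direction could turn. No scaling moved the median log2 fold change of all genes beyond -0.03. The adjusted p of 13 of the 48 lay between 0.0009 and 0.001, so a small shift of the adjusted p could remove many at once.

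The fall of Antp stayed between -0.40 and -0.37 and did not pass the threshold with the other 3 scalings, DESeq2, limma-voom, thinned counts or every gene with at least 1 count, the settings tried for single genes. It ranged from -0.45 to -0.28 across the 4 fits that each left out one library. The lower bound for y, as log2, stayed between 6.88 and 7.24 in those settings and from 7.14 to 7.34 across the 4 fits that each left out one library, and y was called in each of those that gave a test. For DESeq2 and limma-voom the bound was computed with the library sizes of the main fit, so it could not move there. The number of genes shared with the authors' deposited table rose from 48 to 266 with an adjusted p under 0.05 and to 236 with DESeq2, because each setting calls more genes. Keeping genes with a mean of at least 100 counts lowered the replicate coefficient of variation to 8.13% in the control and 13.9% in Antp RNAi.

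With genes of a mean of at least 100 counts, myoblast fusion (median 0.044) and cell adhesion (median 0.13) passed 0.05, each at an adjusted p of 0.0442, against 0.0825 and 0.127 before. The cause was not tested. The sarcomere list had a median of -0.0060 and changed its tested direction with fry, at an adjusted p of 0.921. Across the 4 fits that each left out one library, medians ranged from 0.03 to 0.11 for myoblast fusion, from -0.017 to 0.063 for sarcomere, from -0.16 to 0.14 for Notch and myoblast progenitor, from -0.06 to 0.07 for BMP signalling and from -0.035 to 0.25 for cell adhesion. The ranges for fat body and disc epithelium markers were from -0.061 to 0.098 and from -0.32 to 0.15. Except for myoblast fusion, these ranges include both signs, so no direction is given for those lists. Among single genes and the lists of the closing section, under settings with a test, 15 other results were weaker and 7 stronger, and 139 kept their side of the threshold. The depth limits genes near the floor. In simulated counts of this depth and spread, 51% of genes changed 2-fold were called.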

Other observations

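All tests of explanations here, with the thinned counts and the removal of overlapping genes that 2 of them use, were chosen only after the data were seen, and those of y and its neighbours, hemocytes, fat body, stage, disc epithelium and germ cells also after the values they measure were known in whole or in part. Genes named here outside the rule fixed beforehand were chosen after their values were seen.

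The number of genes called here by edgeR's quasi-likelihood test was 48. That is lower than the 236 quoted from the study above, which used DESeq2. DESeq2 run on the same 4 libraries called the same 236 genes, so the gap came with the choice of test.

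The rise of y in Antp RNAi extended to its surroundings. CG43182 (chromosome X, 353067 to 353317) had 0 counts in both control libraries and 435 and 543 in Antp RNAi, at least 195-fold higher. The gene l(1)sc (chromosome X, 409721 to 410817) had 0 and 0 against 39 and 28 counts, at least 13.5-fold higher. CG32816 (chromosome X, 316576 to 470726), whose span contains y, had 23 and 43 against 280 and 418. Of 10 other tested genes within 100000 bases of y, 3 were higher and 0 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The genes ac (11 and 13 against 10 and 6 counts) and sc (18 and 26 against 28 and 9), which lie between y and l(1)sc, were not called. A hairpin against y would lower only y in the control libraries, so the 3 neighbours argue against it as the whole cause. It stays open for y itself. Both marker genes y and w were higher past 0.001, 2 of 2, as transgenes carried by one genotype would give. This cannot be told apart from a difference in the strains' own X chromosomes or from an effect of the knockdown, because genotype and group coincide and the reads, with any vector sequence in them, were not analysed here.

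Genes on in one library and off in another were more frequent between groups. A gene was counted when 1 library had at most 1 count and the other at least 30. The control pair had 11 such genes and the Antp RNAi pair 4, a mean of 7.50, against 24 to 28 in the pairs that joined groups. Random loss during cDNA amplification would act within groups as well, so it is not the whole cause, although it may account for part. A strain difference between the genotypes was examined through the position of the calls. After keeping one gene per overlap group, 5 of 42 calls lay within 100000 bases of another call, against a mean of 3.57 in 10000 random draws, with a permutation p of 0.273. This cannot be told apart from no difference in background, since variants spread over the genome would not cluster.

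Scr, the Hox gene near Antp on chromosome 3R (6823120 to 6849981), had 104 and 900 counts in the control and 1 and 8 in Antp RNAi. Control replicate 3 carried most of its control signal. Ama (6762593 to 6765261), on the same side of Antp as Scr, was lower too, with a log2 fold change of -1.42. Dfd (6791836 to 6802428), which lies between Ama and Scr, was not called (-0.14). No explanation was tested, and a local change near Antp was not examined.

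The fall of Antp RNA was small. RNA from disc epithelium cells that keep Antp is one possible explanation. Of 33 disc epithelium markers tested, 21 lay below 10 CPM in Antp RNAi and 7 above 100 CPM, with a median of 3.34 CPM. The abundant markers may be expressed by myoblasts themselves, so this cannot be told apart from a small fall of Antp RNA in the myoblasts. The paper reports reduced Antp antibody staining in myoblasts with its RNAi lines, among them the line used for RNA-seq. Staining measures protein, which these counts do not. Reads from the hairpin and a knockdown acting mainly on protein were not tested.

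Of the control level of Pxn, a gene known from hemocytes, 3.96% was left in Antp RNAi, and fewer hemocytes in the sorted cells was weighed as a source. Hml, He and eater, other hemocyte transcripts, summed to 25 counts in the control libraries, which is 0.145% of the 17237 counts of Pxn. This argues against hemocytes as the source of the Pxn counts. NimC1 had 44 and 45 against 1 and 1 counts, 11.7-fold lower with its Antp RNAi counts set to the floor of 3. NimC2 had 114 and 137 against 25 and 15. Exons of NimC2 overlap rk, which was lower too (log2 fold change -1.06), so part of its counts could be shared. For NimC1 and NimC2 a small loss of hemocytes cannot be told apart from a change in the myoblasts. The reason is that Hml, He and eater fell as well, from 25 counts in the control to 3 in Antp RNAi. They lay at or near the floor of 3 counts in most libraries. All 10 control counts of Hml came from control replicate 2, and He had 7 and 6 against 0 and 2. He, NimC1, NimC2 and rk lie close together on chromosome 2L, and a local change there was not tested. The fall of He is therefore not separate evidence for a loss of hemocytes. The hemocyte list (17 genes tested, several also abundant in these cells) had a median of -0.30 and a camera adjusted p of 0.013. It passed with fry, at 0.0262, and not with an estimated correlation, at 0.674, or with genes of a mean of at least 100 counts, at 0.160. Without Antp RNAi replicate 2 its median was -0.17.

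The gene apolpp (chromosome 4, 1060969 to 1077273, overlapping Zyx) had 22 and 42 counts in the control and 1121 and 564 in Antp RNAi, a log2 fold change of 5.02. It is a fat body gene, and RNA from fat body cells would bring the abundant Lsp and Fbp1 transcripts. These summed to 24 counts in Antp RNAi, 1.42% of the 1685 counts of apolpp, and 44 in the control, which argues against that source. The fat body list had a median of -0.07 and an adjusted p of 0.490.

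The piRNA pathway list was higher in Antp RNAi, with 18 of 24 tested genes up, a median of 0.21 and a camera adjusted p of 1.55e-05. It passed with fry, at an adjusted p of 0.0344, and not with an estimated correlation, at 0.383. Genes called past 0.001 over all genes were krimp (861 and 1233 against 3753 and 4291 counts) and del (174 and 188 against 542 and 657). The list was written after the paper was read, and 5 of its genes are called in the authors' deposited table. Without those, 13 of the 19 genes left were higher, with a median of 0.14, an unadjusted camera p of 0.0108 and a fry p of 0.0373, so a few picked genes are not the whole cause. Germ cells express this pathway. A first test, the counts of 8 germ cell markers as a share of krimp counts in Antp RNAi, gave 31.7% and did not decide, because the markers were also present in the control. Compared between groups afterwards, their summed CPM was 28.2 ± 0.0569 in the control and 28.8 ± 2.58 in Antp RNAi (SD, n = 2 each), 102% of the control, which argues against germ cell RNA. A change in the myoblasts remains a hypothesis, with strain background open.

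The other lists did not pass 0.05. Adjusted p-values were 0.327 for disc epithelium (median 0.06), 0.490 for tracheal markers (0.05), 0.490 for sex and dosage (0.04) and 0.327 for ecdysone response (0.07). These medians depended on single libraries. The tracheal median was 0.0121 without control replicate 2 and 0.394 without Antp RNAi replicate 2. The sex and dosage median was 0.0129 without control replicate 3 and 0.129 without Antp RNAi replicate 2. The ecdysone median was -0.0377 without Antp RNAi replicate 1 and 0.172 without Antp RNAi replicate 2.

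A difference in developmental stage may change many genes. The median size of the log2 fold change in the ecdysone response list was 0.119, at the 61.8th percentile of 10000 random lists matched on expression, so the size of the changes gave no sign of a stage difference. Their direction was less even. In this list 16 genes were higher and 5 lower, and 1.46% of random matched lists had at least as many higher genes, in a test added after the list result was known. The list test did not pass 0.05 (adjusted p 0.327) and the median turned negative without Antp RNAi replicate 1, so a stage difference is left open. Depth and length were also weighed for the 48 calls. After thinning all libraries to the smallest total, 35 of the 48 calls were kept, so the greater depth of the control libraries is not the whole cause. A smooth trend of log2 fold change on exon length reached 0.39 in size, below the smallest called change of 1.22.

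Overlapping genes had similar fold changes. Pairs of genes sharing at least 50% of the exon bases of the shorter one differed by a median of 0.0328 in log2 fold change (698 pairs), against 0.26 for 8169 neighbouring pairs without overlap, which is consistent with reads counted for both genes. Among the 48 calls, 2 pairs overlap, CG12880 with CG31055 (-1.35 and -1.44) and Ama with lncRNA:CR45593 (-1.42 and -1.39). They share 304 and 102 exon bases, less than the share tested above, so whether each pair holds a single change was not tested.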
